A study of Homo sapiens with 16 samples. Its data were reported in "Simultaneous STING and lymphotoxin-β receptor activation induces B cell responses in tertiary lymphoid structures to potentiate antitumor immunity" (2025).

How the data were processed

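Bulk RNA-seq of 16 breast tumors was used, 8 TLS-poor and 8 TLS-rich, with 1 library per tumor. The group was taken from the sample labels and the replicate number from the sample titles. Per the labels and the study's methods, RNA was extracted from FFPE sections, stranded total RNA libraries were made after depletion of ribosomal RNA, and reads were trimmed, aligned to hg38 with STAR and quantified per gene in Partek Flow. The authors named DESeq2 for their differential analysis.

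The deposited signal was 1 table of gene counts that the authors had scaled between libraries, with 0.0001 added to each value. This was read from the values: the smallest value was 0.0001, low values rose in steps that differed between libraries, and recomputed median-of-ratios size factors lay between 1.01 and 1.02. Between 78.4% and 82.1% of the values up to 200 steps were whole multiples of a library's step, within a tolerance of 0.05. The table was therefore not taken as whole reads. The column sums were 5.02 M to 7.59 M, which is not the depth. The depth was estimated as each column sum divided by the value of 1 read, which gave 1.47 M to 8.76 M reads, and 3 reads were taken as the limit of detection. The steps of a library with fewer reads are coarser, so low genes are measured least precisely in TLS-rich tumor 3, where 1 read was worth 4.52 normalized counts. How reads shared between similar or overlapping genes were assigned was not stated, and a low-count filter before deposition cannot be excluded, since the smallest row maximum was 1.38.

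The planned gene test was the DESeq2 Wald test that the authors used, on counts. It was not used here, because the values turned out to be a scaled signal, and limma took its place. Values were transformed to log2(value + 1), genes with a value of at least 10 in at least 8 libraries were kept (18144 of 32381 features), and group differences were fitted with lmFit and eBayes with a mean-variance trend in limma 3.58.1 under R 4.3.3, with TLS-poor as the reference and no covariate. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change of at least 2. Marker lists of 3 or more tested genes were tested with camera on the same log2 values, in place of the voom values first planned, with an inter-gene correlation of 0.01 and adjustment over 21 lists. The lists were B cell, plasma cell, germinal center, T follicular helper, follicular dendritic, TLS chemokine, high endothelial venule, T cell, cytotoxic, Th1, Th2, Th17, type I interferon response, STING pathway, LTBR pathway, macrophage, neutrophil, endothelial, fibroblast, epithelial, luminal, basal, proliferation and adipocyte. A list score was the mean over its genes of the log2 values after each gene was centered over the 16 tumors. Bulk tissue holds all of these cell types, and a marker gene can be expressed by more than 1 of them.

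Single values per tumor were compared with exact two-sided permutation tests over all 12870 arrangements of 8 and 8, and correlations within a group with exact permutation of the 40320 pairings (720 for 6 tumors). Heavy-chain class shares were computed from the constant genes, with 95% Wilson intervals on estimated reads. The comparisons, thresholds, gene lists and most alternatives were chosen before the data were examined. The genes named are the heavy-chain constant genes, a list of 32 immune genes, called the study list here, and 6 higher and 6 lower genes. Those higher and lower genes had the smallest adjusted p-values among called genes with a mean of at least 100. Antigen receptor, mitochondrial, ribosomal RNA and sex-specific genes were left out of that choice. Marker genes were named where an example was needed. FP236383.2, RN7SL1, RN7SL2, MT-RNR1, MT-RNR2, AC097637.1, IGHEP2, CXCL10 and CXCL11 were named after their values had been seen. Coordinates are from GENCODE release 29 on GRCh38, matched by symbol (17830 of 18144 tested symbols had 1 GENCODE gene), except for RNA18SN3, which is from RefSeq on the same assembly.

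The gene test was tested on simulated data with 200 changed genes among 18144: 80.5% of the changed genes and 3 unchanged genes were called, and in data with no change 0 of 18144 genes were called. The median fitted log2 fold change of genes raised 4-fold was 1.93. The camera p-value was 2.43e-36 for a raised list and 0.538 for an unchanged list. Changed genes were moved 4-fold up or down and were drawn from genes above a minimum mean, so smaller changes and low genes were not covered. The simulated genes varied independently of each other. False list calls from genes that vary together could therefore not be seen in it.

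Alternatives covered the filter, the size factors, a depth covariate, a block for the replicate number, the fold criterion, the set test and leaving out each tumor. Alternatives chosen after seeing the data were pseudocounts of 0.1 and 10 for genes and lists, total-count scaling, voom precision weights, array weights, no mean-variance trend, removal of a GC and length trend, the 18S-locus value as a covariate and the luminal score as a covariate. Size factors without immunoglobulin genes were also added for the IgG sum. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.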

Results

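Bulk RNA-seq profiles of 16 human breast cancers were compared, 8 from TLS-poor tumors and 8 from TLS-rich tumors. A tertiary lymphoid structure (TLS) is an organized aggregate of B cells and T cells that forms outside lymphoid organs, here within a tumor. RNA came from archived tissue fixed in formalin and embedded in paraffin (FFPE), a treatment that fragments RNA. Each tumor gave 1 library, without technical replicates. The deposited values were gene counts that had already been scaled between libraries, called normalized counts here, and the lowest steps in each library showed that 1 read was worth between 0.674 and 4.52 normalized counts. The estimated depth was 6.30 M ± 1.20 reads in TLS-poor tumors (SD, n = 8) and 6.24 M ± 2.22 reads in TLS-rich tumors (SD, n = 8). It ranged from 3.79 M to 7.56 M and from 1.47 M to 8.76 M, respectively, with the lowest depth in TLS-rich tumor 3, and 3 reads corresponded to between 2.02 and 13.6 normalized counts. Pearson correlations of the log2 values over the tested genes ranged from 0.789 to 0.944 within the TLS-poor group, from 0.779 to 0.916 within the TLS-rich group and from 0.701 to 0.904 between groups, and 0 pairs of libraries held identical values.

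Technical measures were compared first, because a difference in library quality between the groups would bear on each later comparison. With exact two-sided permutation tests over the 12870 arrangements of the 16 tumors, the log10 of the estimated reads did not differ between groups (difference −0.0398, p = 0.816, adjusted p = 0.816 over 4 measures). That difference changed sign, to 0.0437, without TLS-rich tumor 3. The number of genes with a value of at least 10 was 18084 ± 304 in TLS-poor and 18324 ± 285 in TLS-rich tumors (SD, n = 8 each, exact permutation p = 0.125, adjusted p = 0.2499). The mitochondrial share was 1.85% ± 0.453 and 2.36% ± 1.03 (SD, n = 8 each, exact permutation p = 0.215, adjusted p = 0.287). The 20 most abundant genes took 22.3% ± 3.10 of the normalized counts in TLS-poor tumors and 30.2% ± 6.72 in TLS-rich tumors (SD, n = 8 each), a difference of 7.91 percentage points (exact permutation p = 0.00435, adjusted p = 0.0174).

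Without 11 ribosomal RNA genes, the difference in that share was 4.45 percentage points (exact permutation p = 0.0185). Ribosomal RNA was therefore examined by itself, with measures chosen after the values had been seen. FP236383.2 (chromosome 21, 8393419 to 8394341, minus strand, GRCh38), annotated as a long noncoding RNA, lies inside the 18S ribosomal RNA gene RNA18SN3 (8392666 to 8394534). It ranged from 4826 to 15480 normalized counts in TLS-poor tumors and from 11093 to 1540000 in TLS-rich tumors, and 7 of 8 TLS-rich tumors exceeded the highest TLS-poor tumor (log2 difference 3.55, exact permutation p = 0.000466, adjusted p = 0.00155 over 4 measures). The mitochondrial ribosomal RNAs MT-RNR1 and MT-RNR2 were also higher, with 4 of 8 TLS-rich tumors above the TLS-poor range (log2 difference 1.94, exact permutation p = 0.00606, adjusted p = 0.00808). Summed signal recognition particle RNA, from RN7SL1 and RN7SL2, differed by 0.64 on the log2 scale (exact permutation p = 0.000777, adjusted p = 0.00155, 7 of 8 TLS-rich tumors above the TLS-poor range), while the 13 mitochondrial messenger RNAs did not differ (log2 difference −0.0470, exact permutation p = 0.831, adjusted p = 0.831). The labels gave no library batch, so the groups could not be compared within batches.

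**Figure D1:**
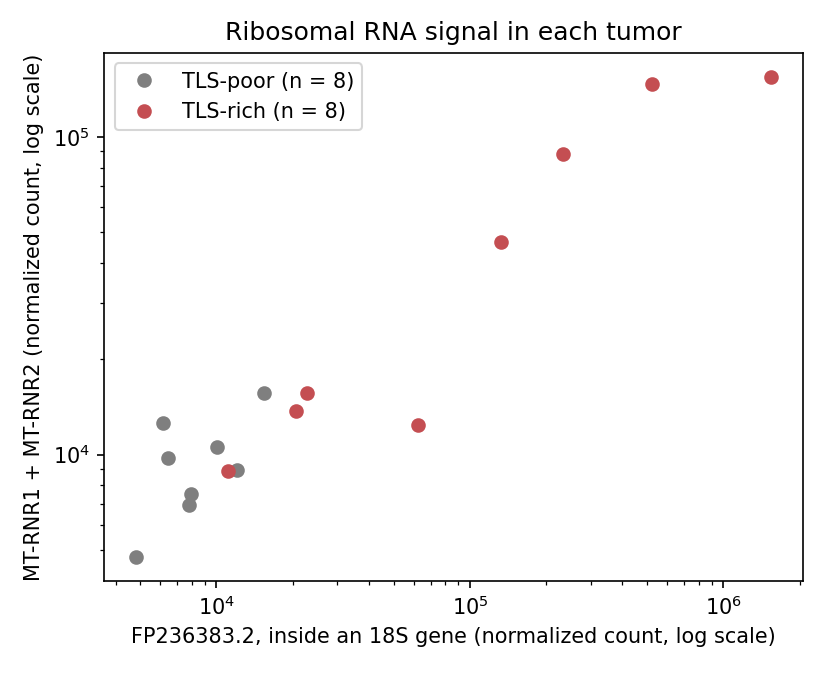
Normalized counts of FP236383.2, inside an 18S ribosomal RNA gene (x axis), against summed MT-RNR1 and MT-RNR2 (y axis), both on log scales, with 1 point per tumor, gray for TLS-poor and red for TLS-rich. The TLS-poor tumors lie between 4826 and 15480 on the x axis, and the TLS-rich tumors extend from 11093 to 1540000.

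The next comparison asked which genes differ between TLS-rich and TLS-poor tumors. Of 32381 features listed, 18144 had a value of at least 10 in at least 8 libraries and were tested with limma on log2(value + 1). Fold changes are on that scale, which understates the change of low genes. In total 1545 genes had a Benjamini-Hochberg adjusted p-value under 0.05, of which 1106 were higher and 439 lower in TLS-rich tumors. With an absolute log2 fold change of at least 1 as a further criterion, 1078 genes remained, 844 higher and 234 lower. The groups did not overlap for 440 of the 18144 tested genes, and chance gives no overlap for 0.0155% of arrangements. Of these 440 genes, 390 were among the 1078. Immunoglobulin or T cell receptor segments made up 77 of the higher genes. A test against a 2-fold change moved the count most, to 169 genes, all higher. Adding the log2 value of FP236383.2 as a covariate left 428 genes, 402 higher and 26 lower, and these included 384 of the 844 higher and 13 of the 234 lower genes. On principal component 1, which held 25.4% of the variance of the tested genes, scores ranged from −82.5 to −23.7 in TLS-poor and from −4.99 to 101 in TLS-rich tumors, so the groups did not overlap.

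Outside the antigen receptor genes, the smallest adjusted p-value among genes with a mean of at least 100 belonged to CXCL9 (chromosome 4, 76001275 to 76007488, minus strand), a T cell chemokine. Its normalized count rose from 37.4 ± 12.6 in TLS-poor to 1265 ± 1252 in TLS-rich tumors (SD, n = 8 each), a log2 fold change of 4.75 ± 0.36 (SE, limma adjusted p = 1.73e-06), and all 8 TLS-rich tumors were above the TLS-poor range. The interleukin 21 receptor gene IL21R (chromosome 16, 27402162 to 27452042, plus strand) rose from 20.8 ± 8.12 to 226 ± 78.6 (SD, n = 8 each; log2 fold change 3.40 ± 0.28, limma adjusted p = 3.19e-06). PIM2, RIPOR2, CD38 and CORO1A followed with log2 fold changes of 2.71, 2.46, 3.48 and 2.40, adjusted p-values up to 3.87e-06 in limma and, for each gene, 8 of 8 TLS-rich tumors above the TLS-poor range. Among the lower genes, SYTL4 (chromosome X, 100674491 to 100732123, minus strand) changed from 196 ± 53.5 to 66.1 ± 32.9 (SD, n = 8 each; log2 fold change −1.64 ± 0.26, limma adjusted p = 0.000449). MAGI1, TRIM45, PMP22, PTGER3 and SMOC2 had log2 fold changes of −1.16, −1.75, −1.12, −2.15 and −1.48, with adjusted p-values up to 0.00211 in limma and between 6 and 8 of 8 TLS-rich tumors below the TLS-poor range. Without TLS-rich tumor 7, PMP22 had a log2 fold change of −0.98 and no longer met the fold criterion. With the 18S-locus covariate SYTL4, MAGI1 and TRIM45 still passed, while PMP22 (−0.63, adjusted p = 0.261), PTGER3 (−1.35, adjusted p = 0.272) and SMOC2 (−1.16, adjusted p = 0.204) did not. With the luminal score as a covariate PMP22 (−0.78, limma adjusted p = 0.0484) and SMOC2 (−1.25, limma adjusted p = 0.0641) did not pass. SYTL4, MAGI1, TRIM45 and PTGER3 still passed with it.

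The study compared class-switched IgG heavy-chain expression between tumors without and with TLS, and the immunoglobulin heavy-chain constant genes were therefore examined gene by gene. They lie on the minus strand of chromosome 14, from IGHA2 (105583731 to 105588395) to IGHM (105851705 to 105856218). Of 8 constant genes tested, 6 were higher in TLS-rich tumors. IGHG1 (105736343 to 105743071) rose from 822 ± 777 to 55727 ± 55935 normalized counts (SD, n = 8 each), a log2 fold change of 6.29 ± 0.57 (SE, limma adjusted p = 3.87e-06). IGHG3, IGHG4 and IGHG2 had log2 fold changes of 5.81, 3.76 and 3.32, with limma adjusted p-values of 1.56e-05, 5.64e-05 and 0.00368. IGHM rose by 3.49 (adjusted p = 0.000821) and IGHD by 3.32 (adjusted p = 0.00164), both on the log2 scale. IGHD did not pass with the 18S-locus covariate (2.61, adjusted p = 0.181). IGHA1 (1.23, adjusted p = 0.345) and IGHA2 (−0.30, adjusted p = 0.856) did not pass. The direction of IGHA2 was not fixed, since the log2 fold change was 0.15 without TLS-poor tumor 5, 0.06 without TLS-poor tumor 6 and 0.23 with the 18S-locus covariate. IGHE was not tested because only 1 library had a value of at least 10. The 4 IgG genes are near-identical copies, and the handling of shared reads was not stated, so values of single IgG subclasses are uncertain while their sum is less affected. Of the heavy-chain variable and joining genes, 27 of 27 tested were higher, as were 61 of 67 tested variable or joining genes of all 3 chains.

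Summed over IGHG1 to IGHG4, the log2 normalized count was 10.27 ± 1.24 in TLS-poor and 15.80 ± 0.93 in TLS-rich tumors (SD, n = 8 each), a difference of 5.53 (exact permutation p = 0.000155, the smallest that the 12870 arrangements can give). All 8 TLS-rich tumors were above the highest TLS-poor tumor, with sums from 31546 to 244367 against 337 to 3721 normalized counts. IgA, summed over IGHA1 and IGHA2, differed by 0.94 on the log2 scale, which was not beyond the spread between tumors (exact permutation p = 0.3002). As a share of all heavy-chain constant counts, IgG was 43.2% ± 31.8 in TLS-poor and 89.0% ± 6.71 in TLS-rich tumors (SD, n = 8 each; difference 45.9 percentage points, exact permutation p = 0.000466, adjusted p = 0.000622 over 2 shares). The IgA share was 51.7% ± 32.6 and 6.54% ± 4.77 (SD, n = 8 each; difference −45.1 percentage points, exact permutation p = 0.000622, adjusted p = 0.000622), and 5 of 8 TLS-rich tumors were below the TLS-poor range. The IgG share spread widely among TLS-poor tumors, from 4.48% in TLS-poor tumor 5 (95% Wilson interval 4.17% to 4.82%) to 84.7% in TLS-poor tumor 3 (83.7% to 85.7%). In TLS-rich tumors it ran from 76.8% in tumor 4 (76.5% to 77.2%) to 95.1% in tumor 1 (95.1% to 95.2%). These intervals used estimated reads and, like the limit of 3 reads, cover counting error only. The IgM share did not differ (4.94% ± 2.09 against 4.29% ± 3.58, SD, n = 8 each, exact permutation p = 0.701).

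**Figure D2:**
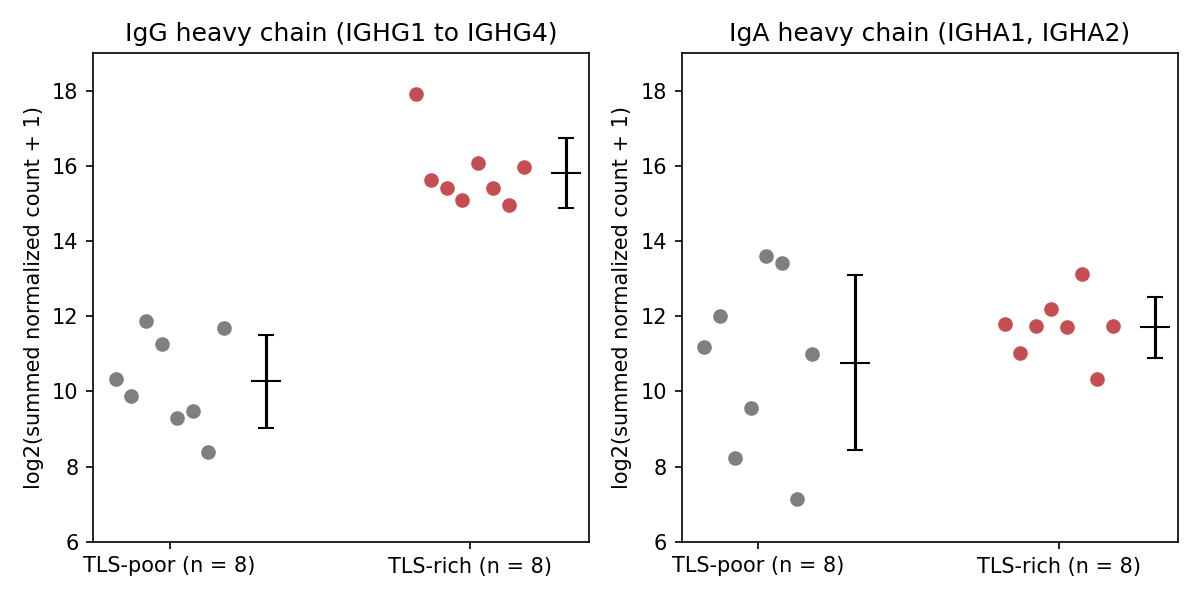
log2(summed normalized count + 1) of the IgG genes (left) and IgA genes (right) in each tumor, with 1 point per tumor and black marks for the mean ± SD of each group (n = 8). The IgG values of the TLS-rich tumors lie above all TLS-poor tumors (15.80 ± 0.93 against 10.27 ± 1.24), whereas the IgA values overlap.

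**Figure D3:**
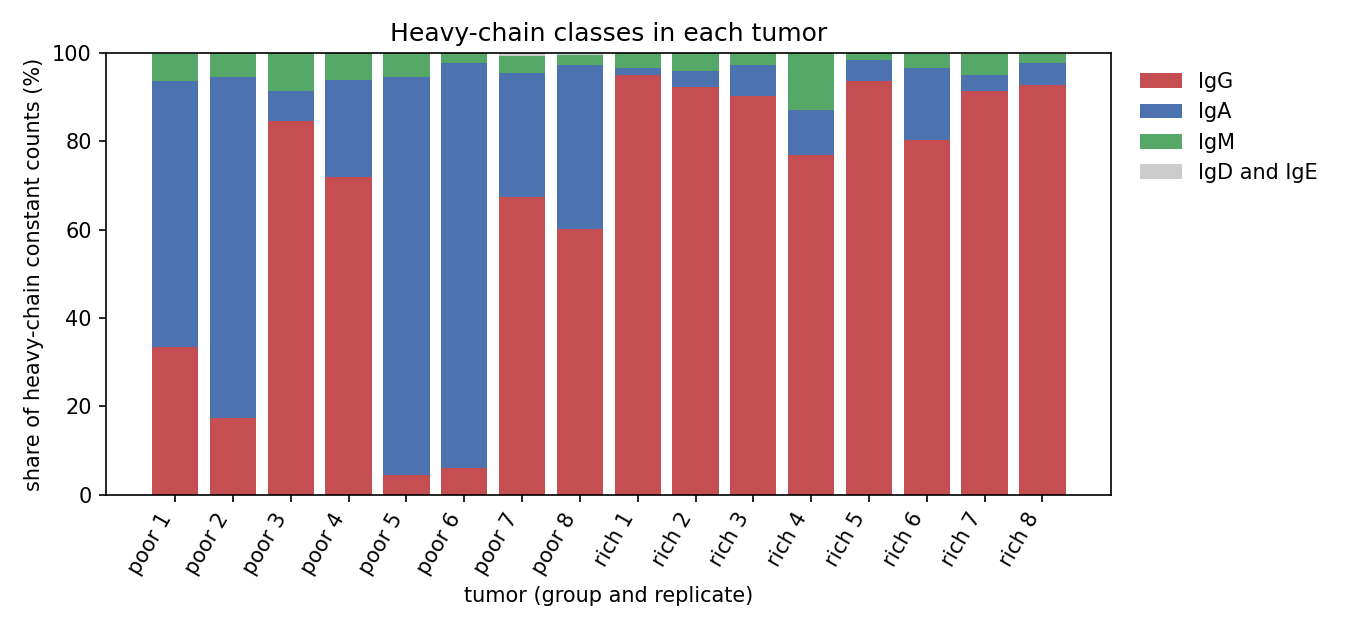
Share of heavy-chain constant counts (percent, y axis) taken by IgG, IgA, IgM and by IgD with IgE in each of the 16 tumors (x axis). IgG takes between 76.8% and 95.1% in TLS-rich tumors and between 4.48% and 84.7% in TLS-poor tumors.

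A list of 32 immune genes was then examined in these tumors. The text of the study named them for mouse tumors or for its pathway prediction, except SLAMF6 and HLF. Of the 25 genes tested, 14 passed both thresholds, all higher in TLS-rich tumors, with log2 fold changes from 1.08 to 4.43 and limma adjusted p-values up to 0.0343. When adjusted over the list alone, 17 passed. CXCL13 had the largest change, from 12.2 ± 18.2 to 188 ± 135 normalized counts (SD, n = 8 each; log2 fold change 4.43 ± 0.73, limma adjusted p = 0.000587). LTB, TNFRSF13C, IL21R, SLAMF6 and TNFRSF13B followed with 3.90, 3.48, 3.40, 2.85 and 2.80, and CD27, PDCD1, TBX21 and STAT4 with 2.61, 2.56, 2.45 and 1.98. CD40, TNFSF13B, MZB1 and PDCD1LG2 had log2 fold changes of 1.65, 1.56, 1.22 and 1.08. The other 11, which did not pass over all genes, were CXCR5 (1.38), TNF (1.46), TLR7 (0.88), TNFSF14 (1.27), TLR9 (1.77), CD274 (0.99), IL12RB2 (1.23), TNFRSF17 (0.72), HLF (−0.74), CCL21 (0.28) and TNFSF13 (0.14). With the 18S-locus covariate 8 genes of the list passed. With the luminal score as a covariate 11 passed, and TBX21, STAT4 and PDCD1LG2 lost their call.

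Single tumors decided several of these calls. CD274, which encodes PD-L1, was 422 normalized counts in TLS-poor tumor 7 and 15.3 to 35.7 in the other TLS-poor tumors. Without that tumor its log2 fold change was 1.504 (limma adjusted p = 0.000723), against an adjusted p of 0.255 with all tumors. TLR9 overlaps AC097637.1 on the same strand of chromosome 3, and its value was 0.00307 in TLS-rich tumor 6, without which it passed (2.32, limma adjusted p = 0.0458). That fit kept TLS-poor tumors 5, 6 and 7, where TLR9 was as low (0.0015, 0.00041 and 0.0023). Leaving out only the TLS-rich tumor therefore favors a rise of TLR9. CXCR5 passed without TLS-poor tumor 2 (1.60, adjusted p = 0.0346) and TNF without TLS-rich tumor 1 (1.70, adjusted p = 0.0372). PDCD1LG2 fell under the fold criterion without TLS-rich tumor 6 (0.98), and MZB1 failed in 7 of the 16 fits that each left out 1 tumor, with adjusted p-values from 0.0191 to 0.0670 over all 16. The signs of CCL21 and TNFSF13 were not fixed: CCL21 was −0.0127 without TLS-poor tumor 7, and TNFSF13 was −0.0282 without TLS-poor tumor 2. LTA, IFNG, IL10, GZMB, FASLG, IL21 and CD40LG were below the filter on low values, and 4 of these 7 passed when no filter was used. IL21 was at or under 3 reads in all 8 TLS-poor and in 7 TLS-rich tumors, so no fold change is given and a difference was not detectable at this depth.

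Marker lists for immune, stromal and tumor cells asked which cell types or pathways went with the groups. Of 24 lists, 21 had at least 3 tested genes, and 15 had an adjusted p-value under 0.05 in camera, 13 higher and 2 lower in TLS-rich tumors. The mean log2 fold change was 3.82 for B cells (9 genes, adjusted p = 8.23e-19), 3.56 for follicular dendritic cells (4 genes, adjusted p = 6.62e-06), 2.59 for T cells (9 genes, adjusted p = 1.44e-15), 2.53 for cytotoxic cells (8 genes, adjusted p = 2.36e-12), 2.32 for T follicular helper cells (8 genes, adjusted p = 4.93e-08), 2.03 for TLS chemokines (11 genes, adjusted p = 1.16e-07) and 1.77 for plasma cells (8 genes, adjusted p = 4.64e-07). For these 7 lists, the mean score of each TLS-rich tumor was above that of all 8 TLS-poor tumors. The Th1 list averaged 2.14 (4 genes, adjusted p = 6.27e-05), proliferation 1.56 (10 genes, adjusted p = 2.64e-05), the LTBR pathway 1.35 (6 genes, adjusted p = 0.000256), the type I interferon response 0.97 (15 genes, adjusted p = 3.07e-05), macrophages 0.94 (9 genes, adjusted p = 0.000142) and the STING pathway 0.53 (5 genes, adjusted p = 0.0124). Luminal genes averaged −2.21 (9 genes, adjusted p = 0.000115) and adipocyte genes −0.93 (7 genes, adjusted p = 0.0191). Not all TLS-rich tumors shared the luminal fall. Tumors 1, 2 and 5 scored 1.17, 1.05 and 0.94, inside the TLS-poor range. The other TLS-rich tumors lay below that range, down to −3.80 in tumor 7, and 2 of the 9 luminal genes passed singly. The list calls assume a preset inter-gene correlation of 0.01. With the correlation estimated from the data 8 of the 15 held, and the type I interferon, STING, LTBR, macrophage, luminal, proliferation and adipocyte lists did not. Under fry 13 held, without the type I interferon and adipocyte lists. The STING list also failed with the 18S-locus covariate (0.37, adjusted p = 0.0860). The adipocyte list also failed with total-count scaling (−1.13, adjusted p = 0.0679), without TLS-poor tumor 2 (−0.65, adjusted p = 0.0746) and without TLS-rich tumor 6 (−0.62, adjusted p = 0.0763).

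Lists that did not pass were germinal center (0.49, 5 genes, adjusted p = 0.156), high endothelial venule (0.70, 5 genes, adjusted p = 0.130), endothelial (−0.23, 9 genes, adjusted p = 0.335), fibroblast (−0.14, 8 genes, adjusted p = 0.484), epithelial (0.12, 9 genes, adjusted p = 0.545) and basal (0.27, 8 genes, adjusted p = 0.671). Germinal center passed without TLS-rich tumor 3 (0.68, adjusted p = 0.0365), with no filter on low values (0.84, adjusted p = 0.00556) and with the 18S-locus covariate (0.91, adjusted p = 0.0389). The other lists gained by leaving out 1 tumor were high endothelial venule without TLS-poor tumor 3 (0.97, adjusted p = 0.0269) and endothelial without TLS-poor tumor 7 (−0.43, adjusted p = 0.0374). The basal mean was −0.0848 without TLS-poor tumor 7 and −0.0247 without TLS-rich tumor 4. The Th2, Th17 and neutrophil lists had 1, 2 and 2 tested genes and were not tested. The lists shared genes with the 32 immune genes: 5 for T follicular helper, 4 for Th1, 3 for the LTBR pathway, 2 each for plasma cells and TLS chemokines and 1 each for follicular dendritic and cytotoxic cells. CXCL13 was a member of 3 lists.

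**Figure D4:**
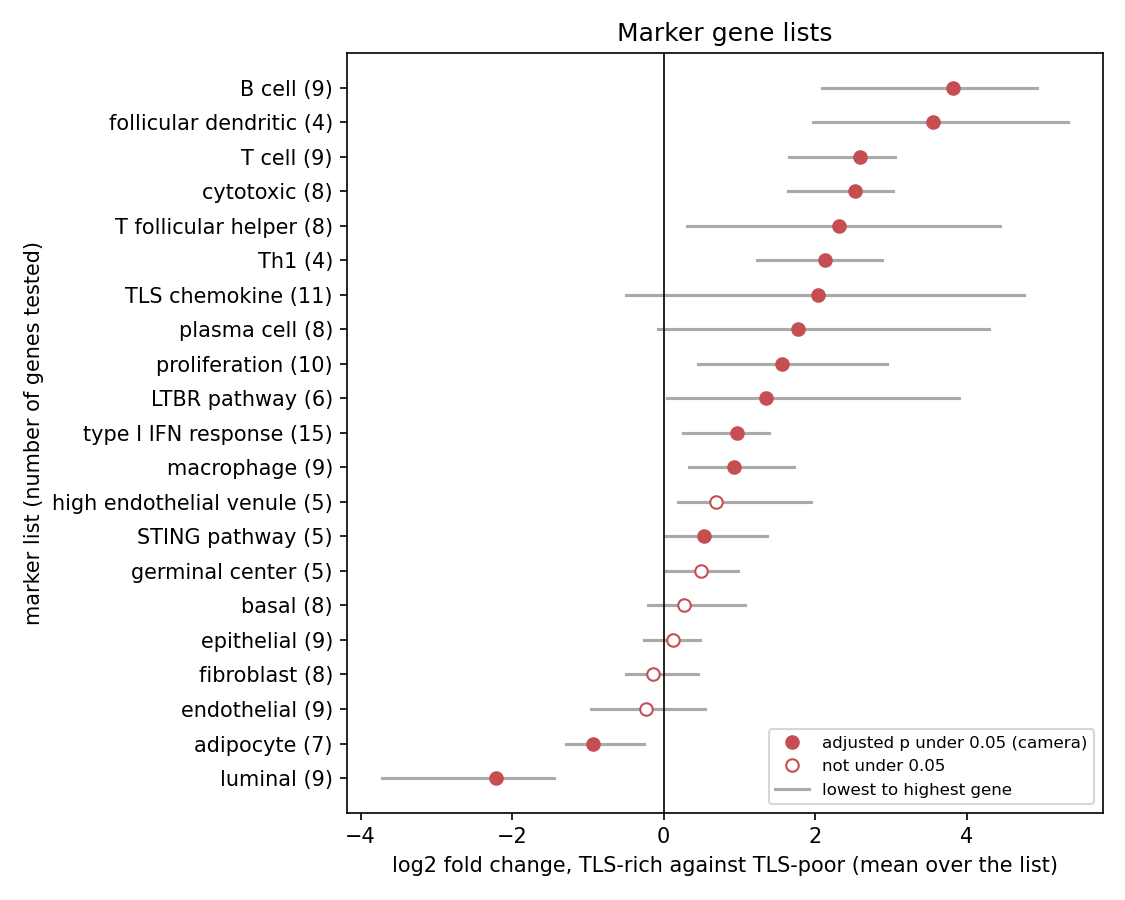
Mean log2 fold change, TLS-rich against TLS-poor, of each marker list (points; filled where the adjusted camera p-value was under 0.05) with the lowest to highest gene (lines) and the number of genes tested in parentheses. The B cell list has the largest mean (3.82) and the luminal list the lowest (−2.21).

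The last comparison asked whether IgG followed B cell or plasma cell genes between tumors of 1 group, with 4 relations tested by exact permutation of the pairings. In TLS-rich tumors, log2 IgG correlated with the plasma cell score (Pearson r = 0.943, exact p = 0.00987, adjusted p = 0.0395; Spearman rho = 0.667, exact p = 0.0831, adjusted p = 0.166; n = 8). Without the 2 tumors farthest from the median score, TLS-rich tumors 1 and 8, r was 0.422 (exact p = 0.413), so the relation rested on those tumors. The B cell score did not follow IgG in TLS-rich tumors (r = −0.136, exact p = 0.687, adjusted p = 0.793; rho = 0.0238, exact p = 0.977, adjusted p = 0.977; r without 2 tumors 0.193). In TLS-poor tumors neither relation passed, with r = 0.467 for B cells (exact p = 0.242, adjusted p = 0.484; rho = 0.690, exact p = 0.0694, adjusted p = 0.166; r without 2 tumors 0.546). For plasma cells in TLS-poor tumors, r was 0.121 (exact p = 0.793, adjusted p = 0.793; rho = −0.0476, exact p = 0.935, adjusted p = 0.977; r without 2 tumors −0.317).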

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

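The tests in this part were chosen after the results were seen, except that of depth for the germinal center list. Values of 73 measures in each of the 2 groups were searched for a tumor whose gap to its nearest neighbor exceeded the 95% limit of Dixon's test, which chance exceeds in about 1 of 20 groups. Of 146 groups, 23 held such a value, against 7.3 by chance; 9 belonged to TLS-poor tumor 7 and 6 to TLS-rich tumor 1. Many of the measures share genes and are not independent, and the design assigns no factor to single tumors, so no biological difference between tumors of a group could be tested against the labels.

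TLS-rich tumor 1 stood apart from the other TLS-rich tumors in antibody and plasma cell measures. Its IgG sum was 244367 normalized counts (others 31546 to 69112), with IGHG1 at 190704 (22246 to 53664) and IGHG3 at 29747 (5029 to 10413). MZB1 was 936 (221 to 378), TNFRSF17 52.4 (8.60 to 15.8) and the plasma cell score 2.23 (0.516 to 0.999). On the log2 scale IgG exceeded the median of the other TLS-rich tumors by 2.49. Reads moving between the near-identical IgG genes cannot raise light-chain counts, which were also higher by 2.26 on the log2 scale. The most abundant of 53 heavy-chain variable genes took 19.9% of the variable counts, within the 9.73% to 22.8% of the other TLS-rich tumors, which speaks against 1 dominant clone as the whole source. All 8 of 8 plasma cell list genes were highest in this tumor, so more plasma cells may be the source; this remains a hypothesis, because MZB1 and TNFRSF17 are themselves in the list.

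TLS-poor tumor 7 was lower than the other TLS-poor tumors in several lymphocyte measures. STAT4 was 0.901 normalized counts (others 9.73 to 36.2), PDCD1 was listed at the offset of 0.0001 (8.14 to 19.3), TLR7 was 12.6 (32.3 to 68.2), CD40 was 9.01 (20.2 to 39.97) and CD38 was 6.30 (17.3 to 39.5). The T follicular helper score was −3.01 (−1.40 to −0.29), and 17397 genes had a value of at least 10 (18032 to 18394). STAT4 and PDCD1 were under 3 reads, so only an upper limit is known. Low depth was not the cause, since this tumor had 6.77 M estimated reads against a group median of 6.53 M. Of 9 T cell list genes, 6 were lowest in this tumor, and fewer T cells could account for part of the low values. The fall was not specific to T cells. Among TLS-poor tumors its B cell (−3.77), macrophage (−1.62), endothelial (−1.29), fibroblast (−0.818), adipocyte (−2.02) and basal (−2.59) scores were also lowest. Of all tested lists, only its Th1, STING pathway, type I interferon, epithelial, luminal and proliferation scores were not lowest. The same tumor was high in CD274, at 422 (15.3 to 35.7), and in SMOC2, at 1818 (304 to 689). These were log2 excesses of 4.24 and 1.80 over the median of the other TLS-poor tumors. No explanation was tested for them.

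Depth itself stood apart in 2 tumors, TLS-rich tumor 3 with 1.47 M estimated reads (others 5.29 M to 8.76 M) and TLS-poor tumor 6 with 3.79 M (5.72 M to 7.56 M). No explanation was tested for these. In TLS-rich tumor 3 the germinal center score was −1.09, against 0.14 to 0.84 in the others. The other TLS-rich tumors were thinned at random 200 times to its depth, and 0% gave a score as low (median 0.34, lowest −0.79). Thinning gives counting error only and not the lower complexity of a library with few reads, and 2 of the 5 genes were at or under 3 reads in this tumor. Depth and a difference in the tumor therefore cannot be told apart for this score.

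IGHE reached 90.9 normalized counts in TLS-rich tumor 8 and 0.0001 to 5.27 in the other TLS-rich tumors. Reads from the pseudogene IGHEP2 were an unlikely source, since IGHEP2 was 16.4 in this tumor and 11.4 to 25.8 in the others while IGHE had a log2 excess of 4.12. IgE-producing cells in this tumor remain a possible explanation, untested here. In TLS-rich tumor 6, CXCL9 was 4296 (531 to 1205), a log2 excess of 1.83 over the next highest TLS-rich tumor. CXCL10 (410, next highest 374) and CXCL11 (148, next highest 107) were also highest there, but with excesses of only 0.131 and 0.468. Most of the excess was thus in CXCL9, and with 1 tumor a smaller rise shared by the 3 chemokines cannot be told apart from chance. A technical cause was not tested.

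TLR9 was 0.00307 in TLS-rich tumor 6 (others 12.5 to 41.4), under 3 reads. TLR9 (chromosome 3, 52221080 to 52226163) lies almost wholly inside AC097637.1 (52221081 to 52231190) on the same strand, and AC097637.1 was 22.5 in this tumor. The sum of both genes, 22.5, lay within the 20.9 to 50.2 of the other TLS-rich tumors, so reads assigned to the overlapping gene may explain the low value. CCL21 was 7.17 in TLS-rich tumor 7 (32.5 to 113) and RIPOR2 was 28.8 in TLS-poor tumor 4 (44.1 to 63.6). They deviated from the median of the others by −2.75 and −0.69 on the log2 scale. No explanation was tested for these, and about 7.3 such values arise by chance.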

How the results depend on the processing

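The 18S-locus and luminal covariates, other pseudocounts for genes and lists, total-count scaling, weights, the fit without a mean-variance trend and the GC and length correction were chosen after seeing the data. The difference in IgG, the class shares and the 6 heavy-chain constant genes kept their direction and side of the threshold in the alternatives run for each. The exception was IGHD, which did not pass with the 18S-locus covariate (5 constant genes). The IgG difference and the class shares were not run with the 18S-locus or luminal covariate. The IgG difference ranged from 5.23 to 5.75 across the 16 fits that each left out 1 tumor.

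Counts of called genes depended most on the test. A test against a 2-fold change gave 169 genes, 169 higher and 0 lower (79 lower at an unadjusted p under 0.05); this follows from its stricter null. With no fold criterion 1545 genes were called, 1106 higher and 439 lower. With the 18S-locus covariate 428 genes were called, 402 higher and 26 lower, and 8 of the study list. With the luminal score as a covariate 492 were called, 466 higher and 26 lower, including 452 and 19 of the genes called without it. Of the study list 11 passed with that score. Both covariates differ between the groups, which by construction leaves less to the group term. Total-count scaling called 477 lower genes and 667 higher, so the share of higher calls was 58.3% against 78.3%; that scaling moved the median log2 fold change of all tested genes from −0.04 to −0.23. Other settings called between 913 (pseudocount 10) and 1316 genes (no filter). Across the 16 fits that each left out 1 tumor, 911 to 1223 genes were called, 740 to 913 higher and 162 to 331 lower, with 662 higher and 101 lower genes called in all 16, 13 to 15 study genes and 14 to 16 lists. With an estimated correlation 8 lists passed.

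The replicate numbers did not pair the tumors: 0 of 8 same-numbered pairs had a correlation of deviations over 0.1 (range −0.140 to 0.0697, median −0.0433, other cross-group pairs −0.00383). With the replicate block 935 genes were called, 762 of them higher, 15 of the study list, 6 constant genes and 15 lists; TNF was the study gene gained. Sign-flip tests within numbers gave exact p = 0.00781 for IgG and for its share and 0.0156 for the IgA share.

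Some small differences reversed; the cause was not tested. TNFSF13 was −0.0530 with total-count scaling and −0.0296 with the GC and length trend removed (−0.0282 to 0.40 with 1 tumor left out). CCL21 was −0.0300 with array weights (−0.0127 to 0.63). The basal list gene FOXC1, 0.68 in the main setting, was −0.17 with array weights, −1.12 with the 18S-locus covariate and −0.52 with the luminal covariate. IGHA2 was 0.23 with the 18S-locus covariate (−0.83 to 0.15). With that covariate the fibroblast list was 0.29 and the basal list −0.15 (−0.0848 to 0.54 with 1 tumor left out), and the epithelial list was −0.0757 with total-count scaling. The log10 read difference ranged from −0.0701 to 0.0437, the latter without TLS-rich tumor 3. For IgG and plasma cells in TLS-poor tumors r was −0.317 without 2 tumors and −0.000795 with a pseudocount of 10; for B cells in TLS-rich tumors it was 0.193 without 2 tumors, and for plasma cells there 0.422.

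Among single genes the other changes of call were 30 weaker and 3 stronger under the other settings, and with 1 tumor left out 9 weaker and 5 stronger; among lists these were 11 weaker and 2 stronger, and 2 weaker and 3 stronger. CD274 passed with array weights (1.39, adjusted p = 0.0184; 0.000723 to 0.373 with 1 tumor left out). The alternatives that need whole counts (edgeR with TMM, the DESeq2 outlier settings, TMM-scaled counts and voom with TMM) were not run. Depth limits the low genes: 3 reads were worth up to 13.6 normalized counts.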

Other observations

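Tests of the splits, the top 20 share, the higher genes with the 18S-locus covariate, IgA with depth and the B cell to T cell contrast were fixed before their results were seen; the other tests in this part were chosen only afterwards. Of 100 splits of the 16 tumors into 8 and 8, the real one included, 1 gave as many called genes (the others at most 13), 1 as many study genes (others 0), 1 as many heavy-chain constant genes (others 0) and 4 as many called lists. Other splits called up to 16 lists, with a median of 5, so list calls were less selective than gene calls. The other splits that called 15 or 16 lists kept 6 or 7 tumors of a real group together. Splits that kept only 4 together hold no net difference between the real groups, and most of them still called lists, at most 7. Camera with the preset correlation therefore also called lists without that difference. List counts above 7 may in addition carry part of the real difference, which was not tested. Of the 1078 called genes, 1027 remained with depth as a covariate and 933 with the GC and length trend removed, so neither accounts for the whole difference.

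The ribosomal RNA signal was higher and more variable in TLS-rich tumors. Within the TLS-rich group the 18S-locus and mitochondrial ribosomal RNA values rose together (r = 0.951, exact p = 0.000298; rho = 0.929, exact p = 0.00223; n = 8), also without the 2 farthest tumors (r = 0.935, exact p = 0.0153). In TLS-poor tumors the relation was weaker (r = 0.635, exact p = 0.0886; rho = 0.452, exact p = 0.267; n = 8), and the difference between groups was not tested. More mitochondrial RNA would raise mitochondrial messenger RNA as well, which differed by −0.0470 on the log2 scale (exact permutation p = 0.831). Incomplete removal of ribosomal RNA in some libraries is consistent with both values, since depletion acts on nuclear and mitochondrial ribosomal RNA together. Whether those libraries were made apart from the others is not known, and a library batch cannot be told apart from the groups. Signal recognition particle RNA is not ribosomal RNA, and its rise (log2 difference 0.64, exact permutation p = 0.000777) was left unexplained. It was highest in TLS-rich tumor 1 (860115), whose 18S-locus value of 11093 lay inside the TLS-poor range. No fit used it as a covariate. Ribosomal RNA was not the whole reason for the larger share of the 20 most abundant genes, since without 11 ribosomal RNA genes the share still differed by 4.45 percentage points (exact permutation p = 0.0185).

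This signal bears on the higher and the lower genes. With the 18S-locus covariate 8 of 14 study genes and 5 heavy-chain constant genes were still called, and the median ratio of log2 fold changes with and without it was 0.982 for the higher and 0.841 for the lower genes. Of the 844 higher genes 384 were still called. Ribosomal RNA carryover is therefore unlikely to be the whole source of the higher genes. Within groups, the median r with the 18S-locus value was −0.172 for the lower genes (adjusted p = 0.359) and 0.0275 for the higher genes (adjusted p = 0.863), from a permutation test that shuffled the tumors within their groups, adjusted over 4 relations. With 8 tumors per group a relation of the lower genes to ribosomal RNA carryover cannot be told apart from chance, and this explanation stays open for them.

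A smaller share of tumor cells would lower epithelial genes in general, but the epithelial list averaged 0.12 while the lower genes had a median log2 fold change of −1.46. Luminal differentiation is another candidate explanation. The 232 lower genes outside the luminal list had a median within-group r of 0.273 with the luminal score (permutation p = 0.0414, adjusted p = 0.166), and the 844 higher genes had −0.173 (permutation p = 0.240, adjusted p = 0.359). Neither relation passed after adjustment. With that score as a covariate 452 of the higher and 19 of the lower genes were still called, so it is unlikely to be the whole source of the higher genes. The luminal score and the 18S-locus value had a within-group r of −0.338, which was not tested. Luminal differentiation and ribosomal RNA carryover both remain open for the lower genes and for part of the higher genes, and were not separated here.

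TLR9 did not pass in the comparison of genes, but TLR9 and the overlapping AC097637.1 summed differed by 1.28 on the log2 scale (exact permutation p = 0.000155, the smallest possible), with 7.79 to 19.2 normalized counts in TLS-poor and 20.9 to 50.2 in TLS-rich tumors. AC097637.1 alone differed by 1.23 (exact permutation p = 0.0542). The assignment of reads between both genes may therefore have hidden a difference at this locus; which gene carries it stays open.

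IgA varied widely among TLS-poor tumors, from 140 to 12513 normalized counts. Over the 8 TLS-poor tumors log2 IgA correlated with the basal list score (r = 0.904, exact p = 0.00273, adjusted p = 0.00818 over 3 relations; rho = 0.833, exact p = 0.0154), though r was 0.718 without the 2 farthest tumors (exact p = 0.0972), so the relation rests in part on those tumors. In TLS-rich tumors r was 0.0227 (exact p = 0.966). Normal gland tissue in the section, which holds myoepithelial cells with basal keratins and IgA plasma cells, may be a source of the IgA; the most abundant of the 8 basal list genes averaged 447 normalized counts, and basal tumor cells express the same genes. With depth r was −0.443 (exact p = 0.289), and with 8 tumors an effect of depth cannot be told apart from chance.

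The B cell list rose more than the T cell list. The B cell minus T cell score was −0.61 ± 0.38 in TLS-poor and 0.61 ± 0.53 in TLS-rich tumors (SD, n = 8 each; difference 1.23, exact permutation p = 0.000155, the smallest possible), and 8 of 8 TLS-rich tumors were above the TLS-poor range. After removing log10 reads the difference was 1.26 (exact permutation p = 0.000311), so depth did not account for it. A composition richer in B cells relative to T cells in TLS-rich tumors is a hypothesis for this difference, and low B cell values near the limit of 3 reads in TLS-poor tumors make its size uncertain.

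IGHG1 made up 46.4% ± 15.2 of IgG counts in TLS-poor and 74.9% ± 7.63 in TLS-rich tumors (SD, n = 8 each; exact permutation p = 0.000466), a difference of 28.4 percentage points. Because the assignment of reads shared by the near-identical IgG genes was not stated, a shift toward IGHG1 and an uneven split of shared reads cannot be told apart.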
